A study of Mus musculus with 24 samples.

How the data were processed

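Bulk RNA sequencing of mouse kidney was analysed for 24 animals in 6 groups of 4. Per the labels, the groups were sham surgery, ureter ligation for 2 days (UUO2), ligation for 7 days (UUO7), and 7 days of ligation followed by reversal surgery with recovery for 1 week (R1W), 2 weeks (R2W) or 4 weeks (R4W). Libraries were made by polyA selection, per the labels' protocols. Groups and replicate numbers were taken from the sample titles. The title of R4W replicate 2 places it at 4 weeks while its treatment label says 2 weeks. It was grouped by title, and its placement in R2W was tried as an alternative.

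The authors deposited one table of 14785 genes with a value per library. Its unit is not stated per the file headers or per the labels, and FPKM (fragments relative to transcript length and library depth) was inferred here from the values. The columns summed to between 717415 and 830179, a ratio of highest to lowest of 1.16. The sum of each value multiplied by the mean transcript length of its gene varied less, with a ratio of 1.08. The aligner, counting tool, annotation and genome build are not stated. The smallest gene mean over the 24 libraries was 1 and 0 genes had a lower mean, so genes of low expression are not analysed here. The deposited table also holds log2 fold changes for 15 comparisons, which are the authors' own. The base and the direction of these log2 values were inferred from their slope against the sample columns. The adjusted p-values of those comparisons are deposited per the file headers without the test or the adjustment that gave them. Coordinates are printed as the deposited table gives them, and 92.7% of the 14775 genes whose identifier is in the GRCm38 annotation used here have the same start and end there.

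Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(FPKM + 1), with all 24 libraries in one model and one coefficient per group. The designs, tested gene sets and alternatives were fixed before the data were examined, except for 1 alternative and a contrast added later. The alternative was the rescaled values with an absolute log2 fold change of at least 1, and the contrast was R4W against UUO7. The adipose and urothelium genes used in the last sections were not among the gene sets fixed beforehand. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold change. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Replicate errors are SD over animals, and SE is the moderated standard error from limma. Count models were not used, because the table holds no counts.

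FPKM values are relative to the whole library, so a fall of a few abundant genes raises all others. Gene calls, the percentages that rest on them, set scores and fold changes of named genes were therefore also computed after rescaling. Every library was rescaled by the median ratio to the gene-wise geometric mean. The mean scaling factor was 0.814 in sham and 1.14 in UUO7.

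The score of a gene set was the mean of log2(FPKM + 1) over its genes. Scores were compared by two-sided exact permutation tests of 4 against 4 animals, whose smallest p is 0.0286, with Benjamini-Hochberg adjustment over 21 tests. Of the lymphocyte list 7 of 10 genes had a row, and of the cell cycle list 8 of 9. Of 13 genes listed beforehand 12 had a row. Arg1 is not analysed here. Further genes were named by a rule: for each contrast up to 3 rises and 3 falls of greatest log2 fold change among called genes with a mean of at least 100 FPKM over the 2 groups and no overlap between their libraries. Mitochondrially encoded genes, ribosomal protein genes and genes with only a clone or model name were left out of that rule.

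Replicate numbers recur in every group through the titles, although the animals are different. A fit with the replicate number as a block was run as an alternative: it called 11422 genes in UUO7 against sham, compared with 11512 without it. Other alternatives were pseudocounts of 0.1 and 10, a minimum mean of 50 FPKM, fits on the 2 groups compared, a fit without UUO2, stricter calls, and the removal of each replicate in turn.

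Total counts were not available in the table. Low values of 1540 genes with a single transcript length were scanned for whole-read steps with Python 3.11.15 and numpy 2.4.6. Steps were found in 20 libraries and gave an implied depth of 24893000 to 35149000 fragments. They were found in 0 of the 4 UUO2 libraries, whose depth is unknown.

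The gene test was tested on simulated data. Of 14785 simulated genes 200 were changed, 186 of those were called, and 10 unchanged genes were called. The changes were of 0.5 to 3 on the log2 scale in UUO7 alone. Noise was normal and independent between genes, and the median gene was not shifted. The real contrasts differ in these respects, so these rates do not carry over to their calls. The step scan was tested on 1540 simulated genes. It returned depths of 20057000 and 30162000 fragments for simulated depths of 20000000 and 30000000, and found no steps at 50000000 or 80000000.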

Results

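Gene expression was measured in kidneys of male mice after sham surgery, during ureter obstruction, and after the obstruction was reversed. Unilateral ureter obstruction (UUO) blocks the outflow of one kidney by ligating its ureter, and reversal reimplants the ureter after 7 days. The series follows injury over 2 and 7 days of obstruction and recovery over 1, 2 and 4 weeks, with 4 animals in each of the 6 groups.

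The implied depth was 24893000 to 35149000 fragments in the 20 libraries outside UUO2. On log2(FPKM + 1), Pearson's r across genes had a median of 0.978 over the 36 pairs of libraries within groups and 0.934 over the 240 pairs between groups. The closest pair, sham 1 and sham 3, had r = 0.992, and 0 columns were identical. The first principal component held 54.3% of the variance and the second 18.0%. The 10 most abundant genes took 23.7% ± 1.06 (SD, n = 4) of the summed FPKM in sham, 10.6% ± 0.964 in UUO7 and 16.3% ± 2.08 in R4W.

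**Figure D1:**
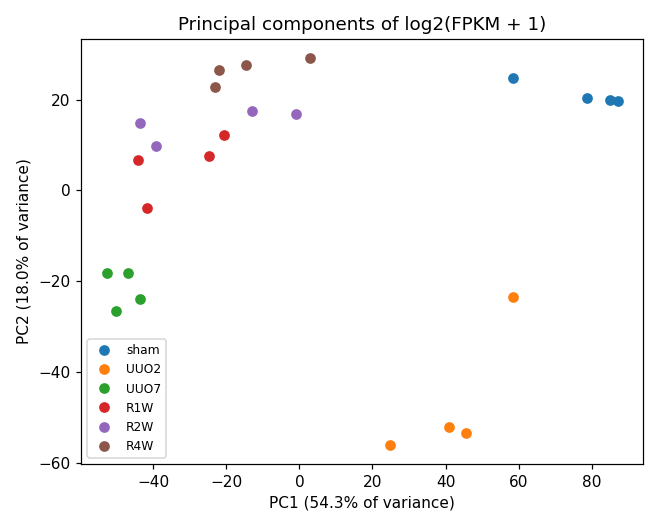
Principal components of log2(FPKM + 1), with PC1 (54.3% of variance) on the x axis and PC2 (18.0%) on the y axis. Each point is 1 library, coloured by group, with 4 libraries per group; sham and UUO7 lie at opposite ends of PC1, and UUO2 lies lowest on PC2 with 1 of its libraries nearer to the rest.

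The first question was how obstruction altered expression. In UUO2 against sham, limma called 7279 of 14785 genes, 4772 higher and 2507 lower. In UUO7 against sham it called 11512 genes, 8880 higher and 2632 lower. The median gene was 0.42 higher in UUO7 than in sham on the log2 scale. Rescaling centres the median gene by construction, so the near-even split it gives is set by the method; after it the median shift was 0.01 and the split 5393 higher and 5396 lower. In UUO2 against sham the rescaled split was 3739 higher and 3776 lower. Of the 11512 calls, 8025 were also called in the same direction after rescaling and 526 in the opposite direction. The alternative that moved the UUO7 count most was a minimum mean of 50 FPKM, under which fewer genes were tested and 1885 were called. Same-numbered libraries of UUO7 and sham deviated from their group means with a mean r of -0.127, and the fit with the replicate block called 11422 genes.

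**Figure D2:**
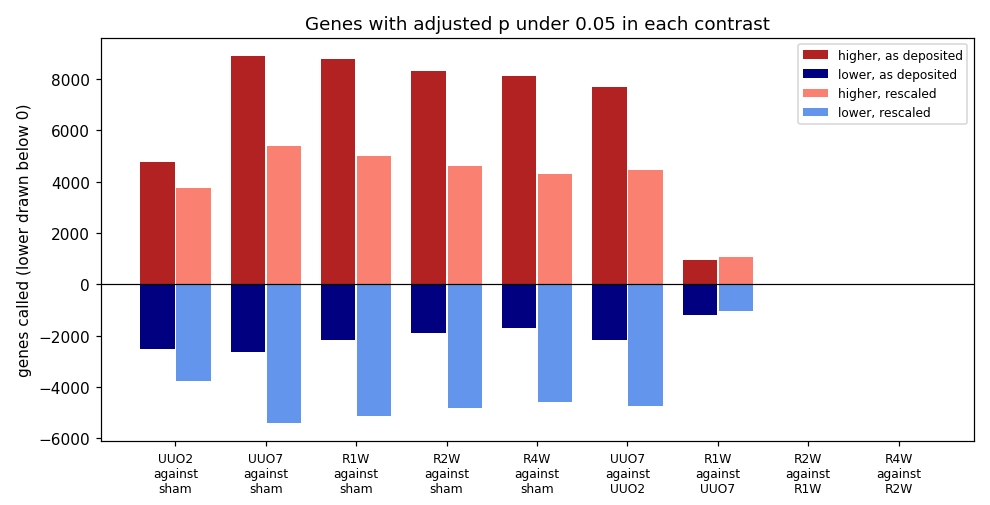
Genes called by limma at an adjusted p under 0.05 in each of 9 contrasts, as numbers of genes on the y axis, with genes lower in the first group drawn below 0. Dark bars are the deposited values and light bars the rescaled values; in UUO7 against sham the split is 8880 higher and 2632 lower as deposited, and 5393 higher and 5396 lower after rescaling, which centres the median gene by construction.

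All 4 UUO2 libraries lacked the whole-read steps found in the other 20. Mt-Rnr1 lay between 2343 and 2832 FPKM in UUO2, and between 342 and 709 FPKM elsewhere. This library difference coincides with the group. The labels name the UUO2 samples in another way, and the series design text speaks of 20 libraries in a sequencing pool. A separate pool for UUO2 is therefore possible but is not stated. If the library difference reflects a batch, the UUO2 contrasts cannot be recomputed within a batch, and the batch and the group cannot be told apart.

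Havcr1, a gene of injured tubule (chromosome 11, 46735080 to 46779578, plus strand), rose from 1.91 ± 0.373 FPKM (SD, n = 4) in sham to 473 ± 42.6 in UUO7. Its log2 fold change was 7.35 with an SE of 0.33 and a limma adjusted p of 1.13e-12. Lcn2 (chromosome 2, 32384633 to 32388252, minus strand) rose from 6.43 ± 6.57 to 887 ± 157 FPKM, and its log2 fold change was 7.24. C3 (chromosome 17, 57203970 to 57228136, minus strand) rose from 3.79 ± 2.48 to 395 ± 21.7 FPKM. Egf (chromosome 3, 129677565 to 129755316, minus strand) fell from 431 ± 12.3 to 15.3 ± 1.78 FPKM, with a log2 fold change of -4.74, an SE of 0.40 and a limma adjusted p of 1.47e-09. Klk1 and Slc7a13 fell with log2 fold changes of -3.78 and -3.56.

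In UUO7 against UUO2, limma called 9855 genes, 7686 higher and 2169 lower, and the rescaled split was 4440 higher and 4722 lower. Mgp rose from 201 ± 74.7 FPKM in UUO2 to 3442 ± 357 in UUO7. Fgg fell from 573 ± 191 to 112 ± 28.7 FPKM.

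The second question was what changed on reversal. In R1W against UUO7, limma called 2145 genes, 956 higher and 1189 lower, and the rescaled split was 1074 higher and 1056 lower. With an absolute log2 fold change of at least 1 the deposited values gave 135 higher and 61 lower. Which direction held more genes therefore depended on the scaling and the threshold. Same-numbered libraries deviated with a mean r of 0.148, and the replicate block fit called 1945 genes. Klk1 (chromosome 7, 44225360 to 44229618, plus strand) rose from 158 ± 20.8 FPKM in UUO7 to 1000 ± 355 in R1W (SD, n = 4), with a log2 fold change of 2.58, an SE of 0.32 and a limma adjusted p of 6.31e-05. Havcr1 fell to 125 ± 27.2 FPKM, with a log2 fold change of -1.94 and a limma adjusted p of 0.0012.

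Between consecutive recovery groups few genes were called. In R2W against R1W, limma called 1 gene, Gm14964, which was lower at R2W; it was named after its values were seen. At an unadjusted p under 0.05 there were 2351 genes. Same-numbered libraries of these groups deviated with a mean r of -0.130, and the replicate block fit called 1 gene. In R4W against R2W, limma called 9 genes, 6 higher and 3 lower, with 1325 at an unadjusted p under 0.05. The 6 higher genes were Jchain, Igkc, Ighg2b, Igkv6-23, Igkv14-111 and Igkv6-17, and Havcr1 was among the 3 lower. Havcr1 was listed beforehand, and Igkc was chosen by the naming rule, which uses the values. The other higher genes were named after their values were seen. Igkc (chromosome 6, 70726435 to 70726966, plus strand) rose from 92.6 ± 27.2 to 384 ± 190 FPKM, with a limma adjusted p of 0.0368. Immunoglobulin genes are close copies of one another, so the division of fragments among them is uncertain. The count was 0 in the fit without UUO2, with 1464 genes at an unadjusted p under 0.05.

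The third question was how much of the change at 7 days was left after reversal. Against sham, limma called 10954 genes in R1W, 10204 in R2W and 9811 in R4W. After rescaling the splits were 4980 higher and 5122 lower in R1W, 4591 higher and 4812 lower in R2W, and 4280 higher and 4600 lower in R4W, whereas the deposited values gave 8777, 8295 and 8101 higher. With an absolute log2 fold change of at least 1, a call chosen after seeing the data, the rescaled splits were mostly higher. They were 1698 higher and 1076 lower in R1W, 1563 and 720 in R2W, and 1465 and 478 in R4W. Of the 11512 genes called in UUO7 against sham, 88.1% were called in the same direction in R1W, 82.3% in R2W and 75.4% in R4W. The alternative that moved these most was an absolute log2 fold change of at least 1, under which they were 69.2%, 55.9% and 46.2%. The percentages count genes and do not measure the size of the change. For size, UUO7 calls with an absolute log2 fold change of at least 1 were used. Their later log2 fold change, divided by that in UUO7, had a median of 0.823 in R1W, 0.718 in R2W and 0.621 in R4W. After rescaling it was 0.806, 0.711 and 0.618. Same-numbered libraries deviated with a mean r of -0.134 for R2W and sham and -0.174 for R4W and sham. The replicate block fits called 10139 and 9715 genes.

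Lyz2 (chromosome 10, 117277331 to 117282321, minus strand) was 16.0 ± 6.35 FPKM in sham and 597 ± 187 in R4W (SD, n = 4), with a log2 fold change of 5.15, an SE of 0.31 and a limma adjusted p of 3.3e-10. Mpv17l, Aadat and Acsm3 were lower in R4W than in sham, with log2 fold changes of -1.44, -1.42 and -1.27.

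Gene sets fixed beforehand were compared by two-sided exact permutation tests, adjusted over 21 tests. The proximal tubule score fell from 7.97 ± 0.13 in sham to 5.73 ± 0.23 in UUO7, rose to 6.54 ± 0.34 in R1W and was 7.07 ± 0.16 in R4W. The differences were -2.24 for UUO7 against sham, 0.81 for R1W against UUO7 and -0.90 for R4W against sham. The distal nephron score fell by 2.51 in UUO7, rose by 1.59 in R1W and differed from sham by -0.11 in R4W, where the exact p was 0.343. After rescaling that last difference was -0.49, with an exact p of 0.0286. The tubular injury score was 4.38 higher in UUO7 than in sham, fell by 0.92 from UUO7 to R1W, and was 2.44 higher in R4W than in sham. The matrix score was 3.86 higher in UUO7, fell by 0.57 from UUO7 to R1W, and was 2.75 higher in R4W. The macrophage score was 3.67 higher in UUO7 and 3.27 higher in R4W, and its difference of -0.08 between R1W and UUO7 had an exact p of 0.543. The lymphocyte score was 1.63 higher in UUO7 and 2.08 higher in R4W, and its difference of 0.25 between R1W and UUO7 had an exact p of 0.143. The cell cycle score was 2.42 higher in UUO7, fell by 0.79 from UUO7 to R1W, and was 1.13 higher in R4W. In 18 of the 21 tests the exact p was 0.0286, the smallest this design allows, and the adjusted p was 0.0333. With animals paired by replicate number the smallest p is 0.125, and the paired proximal tubule difference was again -2.24 with an adjusted p of 0.138.

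**Figure D3:**
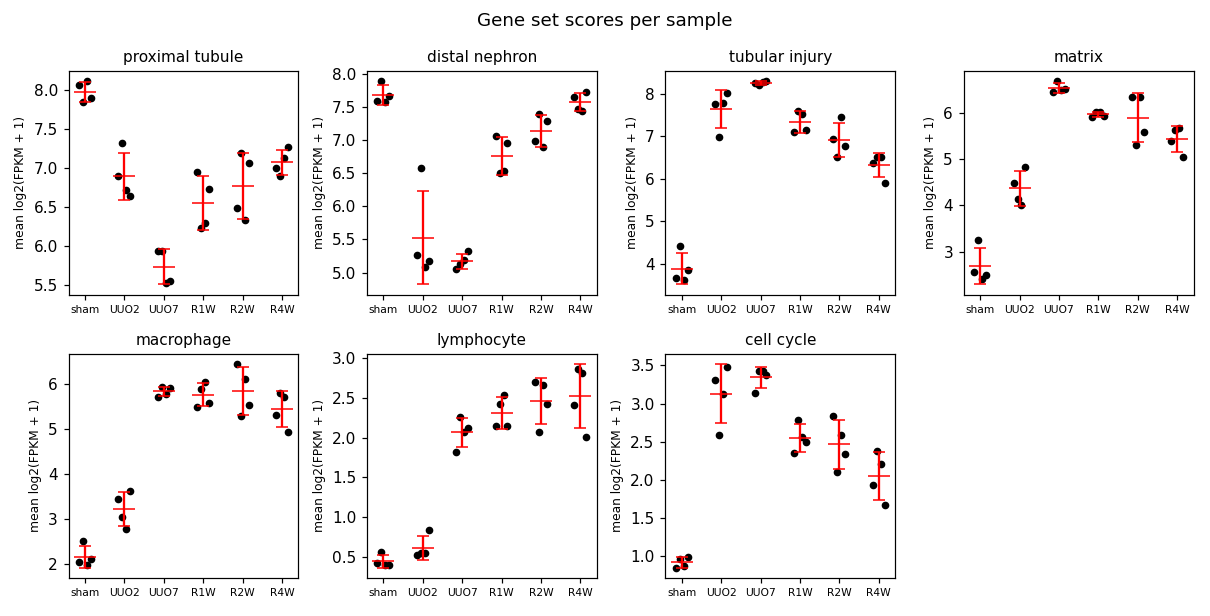
Scores of 7 gene sets, as the mean of log2(FPKM + 1) over each set on the y axis, for the 6 groups on the x axis. Black points are libraries and red bars are the mean ± SD of 4; the distal nephron mean is 7.68 in sham, 5.17 in UUO7 and 7.57 in R4W.

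Of the 12 genes listed beforehand, limma called 12 in UUO7 against sham and 11 in R4W against sham, and adjustment over the list alone gave 12 and 11. In R4W against R2W it called 1 over all genes and 4 over the list alone. Col1a1 was 2.21 ± 1.01 FPKM in sham, 84.3 ± 8.66 in UUO7 and 36.4 ± 8.40 in R4W (SD, n = 4). Spp1 was 480 ± 160 FPKM in sham, 16129 ± 1205 in UUO7 and 2325 ± 392 in R4W. Mmp12 was 0.380 ± 0.0762 FPKM in sham, 7.33 ± 2.09 in UUO7 and 19.2 ± 7.54 in R4W. Slc34a1 was 2764 ± 188 FPKM in sham, 651 ± 69.9 in UUO7 and 1610 ± 255 in R4W. Umod was 1682 ± 91.6 FPKM in sham and 1733 ± 289 in R4W, a difference within the spread between animals whose sign changed after rescaling.

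**Figure D4:**
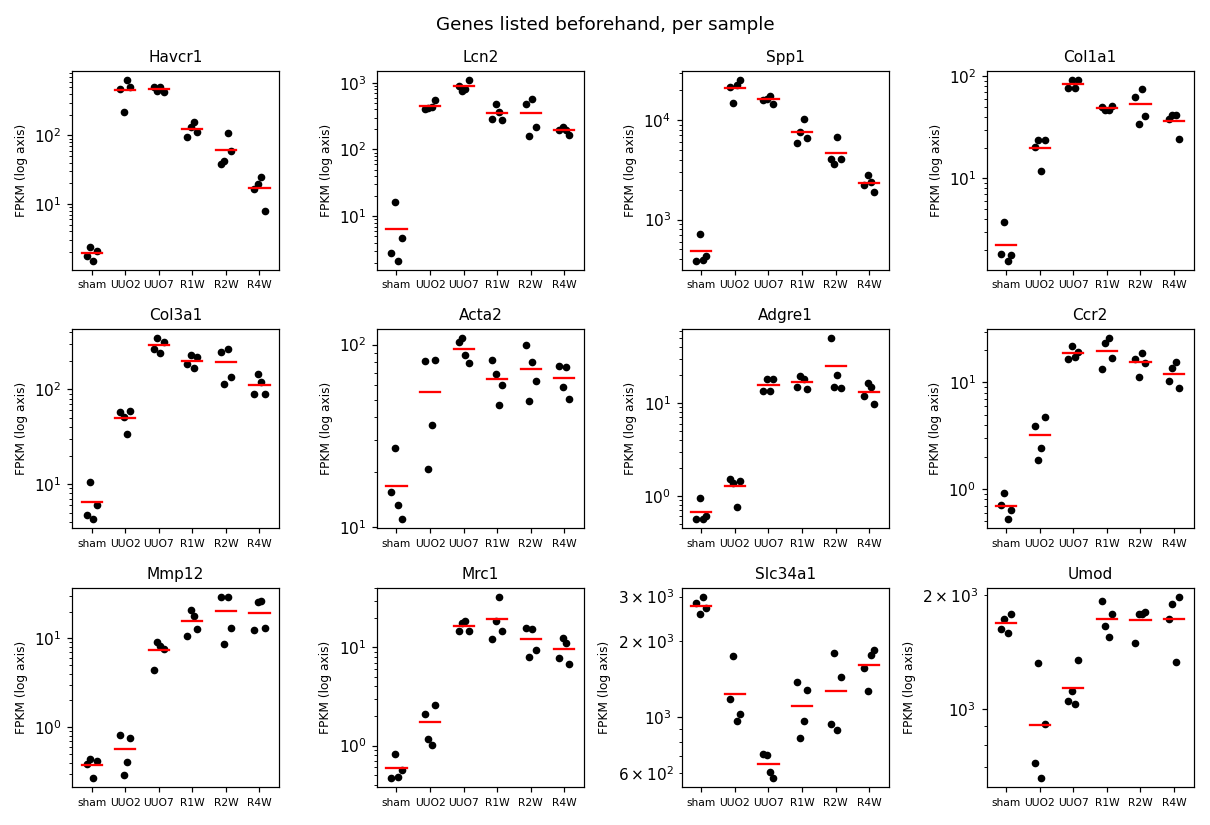
FPKM of 12 genes listed beforehand, on a log y axis, for the 6 groups on the x axis. Black points are libraries and red lines are means of 4; the Havcr1 mean is 1.91 in sham, 473 in UUO7 and 17.2 in R4W.

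In the authors' deposited table, 10760 genes had an adjusted p under 0.05 in UUO7 against sham, 5231 higher and 5529 lower. Of the 10762 calls on rescaled values with an authors' value, 10006 were shared with the authors' deposited table in the same direction. Of the 11482 such calls on the values as deposited, 7817 were shared. The authors' log2 fold changes had a median of -0.017, and rescaling also centres the median gene. Greater sharing with the rescaled calls is favoured by that and does not test the rescaling. For R1W against UUO7 the authors' deposited table gave 3120 genes, and for R4W against R2W it gave 153.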

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

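The tests of depth and scaling in this part were chosen before their results were seen; the test of sham replicate 2 was chosen only after the result was seen.

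In 144 checks of groups of 4, 15 found a sample further from the rest of its group than the 95% limit of Dixon's test, where chance gives about 7.2. The 15 fall in 8 distinct libraries, and the measures are not independent. The distal nephron score of UUO2 replicate 2 was 6.57, and the other 3 lay between 5.09 and 5.26. Short of the limit, its Havcr1 was 218 FPKM against at least 472 in the others. Its tubular injury score was 6.98 against at least 7.76, also nearer to sham. Its matrix and macrophage scores lay within the range of the others. The lymphocyte score was 0.836 in UUO2 replicate 4, and Lcn2 was 553 FPKM in the same library. In R2W, Spp1 was 6758 FPKM in replicate 3, Adgre1 was 49.5 FPKM in replicate 1, and Umod was 1489 FPKM in replicate 1. Among library measures, the sum of FPKM was 739088 and the median gene 10.7 FPKM in R4W replicate 4, the median gene was 12.5 FPKM in R1W replicate 2, and the scaling factor was 1.18 in UUO7 replicate 4. Of the 6 libraries concerned outside UUO2, 0 had an implied depth that stood apart by the same test. In a group of 4 that test detects only a large gap, so it cannot exclude depth as a source. Of the 10 set scores and genes, 8 still stood apart after rescaling, so scaling does not account for most of them. No biological explanation was tested within a group.

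Sham replicate 2 accounted for 5 of the 15. Its lymphocyte score was 0.559, Spp1 was 719 FPKM, Col1a1 was 3.71 FPKM, Adgre1 was 0.94 FPKM and its 10 most abundant genes took 22.2% of the summed FPKM. A candidate explanation is other tissue in the sampled piece: its score over adipose genes not examined earlier was 1.89 above the highest other sham sample. Its urothelium score was also raised, at 2.91 against at most 0.496 in the other sham samples. Upk3a was 10.2 FPKM against at most 0.81. In the UUO7 and recovery libraries the urothelium score lay between 1.75 and 4.86, so a raised score is not specific to other tissue. Lcn2 was 16.15 FPKM in sham replicate 2, against at most 4.64 in the other sham samples. The tubular injury score there was 4.40, against at most 3.84. The pattern cannot be told apart from other tissue and is not shown to come from it.

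Igkc lay above all sham samples in UUO7, R1W, R2W and R4W and below all sham samples in UUO2. In UUO7 it was 1.51 higher than sham on the log2 scale. The difference between the groups' directions was not tested. After rescaling UUO2 was still lower than sham, by a log2 difference of -1.15. The library differences of UUO2 coincide with the group, so its value cannot be told apart from a difference between library batches, which was not tested for Igkc.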

How the results depend on the processing

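In the 5 contrasts against sham, in UUO7 against UUO2 and in R1W against UUO7, the number of genes called stayed within 1.5 times the reported count under rescaling, both pseudocounts, the fits on the 2 groups compared, the replicate block and, where it applied, the fit without UUO2. The causes of the changes below were not tested. Count models were not run, since the table holds no counts, and a fit with no filter on low values is the reported fit, as none was applied beyond the table's own.

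With genes of a mean of at least 50 FPKM, which are fewer genes, UUO2, UUO7, R1W, R2W and R4W against sham gave 1550, 1885, 1726, 1629 and 1493 genes, UUO7 against UUO2 gave 1510, R1W against UUO7 gave 782, R4W against R2W gave 2, and R2W against R1W gave 0 with 450 at an unadjusted p under 0.05. With an absolute log2 fold change of at least 1, the contrasts against sham gave 1294, 4076, 3019, 2454 and 2182 genes in the same order, UUO7 against UUO2 gave 2391, R1W against UUO7 gave 196, and R2W against R1W gave 0 (2351 unadjusted). That call on rescaled values, chosen after seeing the data, gave 1340, 3569, 2774, 2283, 1943, 2102 and 187 genes in the same order, and 0 in R2W against R1W (2272 unadjusted). At an adjusted p under 0.01, R1W against UUO7 gave 687 genes, R2W against R1W gave 0 (2351 unadjusted) and R4W against R2W gave 0 (1325 unadjusted).

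The 2 contrasts between recovery groups changed under most settings. R2W against R1W gave 2 genes with pseudocount 0.1, 3 with pseudocount 10, and 58 with R4W replicate 2 placed in R2W. The fit on the 2 groups compared also gave 1 gene, but a higher one, so Gm14964 was not called there. R4W against R2W gave 3 genes with pseudocount 10. It gave 0 genes with pseudocount 0.1 (1215 unadjusted), 0 in the fit on the 2 groups compared (1276 unadjusted), 0 without UUO2 (1464 unadjusted) and 0 with R4W replicate 2 placed in R2W (1285 unadjusted). With the replicate block it gave 1 gene, a lower one, so 0 of the 6 higher genes were called.

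The percentages still changed at R1W, R2W and R4W were 84.7%, 77.9% and 69.6% after rescaling, 84.5%, 81.5% and 78.4% in the fits on the 2 groups compared, 85.5%, 77.4% and 68.9% at an adjusted p under 0.01, 69.2%, 55.9% and 46.2% with an absolute log2 fold change of at least 1, and 72.2%, 59.2% and 47.3% with that call on rescaled values. At R4W the value was 72.8% for genes with a mean of at least 50 FPKM and 74.2% with pseudocount 10. At R2W and R4W the values were 83.0% and 76.5% without UUO2, and 83.1% and 71.0% with R4W replicate 2 placed in R2W. These moves exceed a 95% binomial interval over genes, which are not independent.

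Across the 8 fits that each left out one replicate, the counts ranged from 1116 to 2535 in R1W against UUO7, from 0 to 432 in R2W against R1W, and from 0 to 27 in R4W against R2W; at 0 genes, the unadjusted counts lay between 696 and 2609. Across 12 such fits the percentages ranged from 84.6% to 89.2% at R1W, from 76.7% to 84.1% at R2W and from 70.6% to 77.3% at R4W.

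Among set scores, the distal nephron difference between R4W and sham was 0.018 with z-scores, and after rescaling it was -0.49 with an adjusted exact p of 0.0316. The macrophage difference between R1W and UUO7 was 0.054 with the median over the set, and ranged from -0.17 to 0.0077 across the 8 fits that each left out one replicate. The other set differences kept their direction under all alternatives run. For the 18 past the threshold the exact p was at the smallest value the design allows, so their side of the threshold shows no stability. Paired by replicate number, no test of a set can pass 0.05.

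Among named genes, rescaling reversed Umod in R1W, R2W and R4W against sham (-0.41, -0.37 and -0.35). It also reversed Umod in R2W against R1W (0.046) and Havcr1 in UUO7 against UUO2 (-0.22). The rescaled fall of Umod in R1W against sham was called, with a limma adjusted p of 0.0385 compared with 0.86 as deposited. In R2W and R4W against sham the rescaled limma adjusted p was 0.068 and 0.0863. Mmp12 in R4W against R2W was -0.0031 with pseudocount 10. With R4W replicate 2 placed in R2W, Umod was -0.021 in R4W against sham, 0.019 in R2W against R1W and -0.074 in R4W against R2W, and Mmp12 was -0.22 in R4W against R2W. Leaving out one replicate in turn changed the sign of small log2 differences. For Umod they ranged from -0.020 to 0.085 in R1W against sham, from -0.0042 to 0.089 in R2W against sham, from -0.041 to 0.15 in R4W against sham, from -0.062 to 0.055 in R2W against R1W and from -0.064 to 0.13 in R4W against R2W. Havcr1 ranged from -0.19 to 0.33 in UUO7 against UUO2. In R1W against UUO7, Ccr2 ranged from -0.10 to 0.20, Adgre1 from -0.0021 to 0.15 and Mrc1 from -0.13 to 0.32. In R2W against R1W, Lcn2 ranged from -0.44 to 0.18, Col1a1 from -0.13 to 0.25, Acta2 from -0.011 to 0.33, Adgre1 from -0.022 to 0.55, Mmp12 from -0.012 to 0.54, Col3a1 from -0.34 to 0.066 and Slc34a1 from -0.030 to 0.31. In R4W against R2W, Acta2 ranged from -0.31 to 0.032 and Mmp12 from -0.30 to 0.26. Of the other changes of named genes, 77 were weaker and 5 stronger, among them Igkc and Havcr1 in R4W against R2W.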

Other observations

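The tests of library batch, of gene length in UUO2 and of scaling for late rises were chosen only after the result was seen; the other tests were chosen before.

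Whole-read steps scored between 4.87 and 8.87 in the 20 libraries outside UUO2 and between 2.58 and 2.74 in UUO2; values jittered at random scored at most 3.33 over all libraries and at most 3.26 in UUO2. Offsets from -500 nt to below 0 and from above 500 to 1000 nt, outside the range of that scan, gave at most 2.96 in UUO2. Simulated libraries scored 9.54 and 11.4 with offsets above 500 nt but only 2.75 and 3.15 with offsets below 0, so an effective length outside the range scanned cannot be ruled out. Greater depth may also be a source: simulated libraries of 50000000 and 80000000 fragments scored at most 2.99. In addition, for 4 genes all UUO2 libraries lay outside the range of the other 20. Mt-Rnr2 was 1821 to 2380 FPKM against 133 to 400 elsewhere, Malat1 was 841 to 1062 against 135 to 316, and Gm28661 was 0.01 to 2343 against 7952 to 27677. Mt-Nd1 overlapped. Sham and UUO7 bracket UUO2 in time and did not bracket it here. A difference in library preparation or read assignment is a candidate explanation, and it cannot be told apart from the group. Genes of the lowest length quartile differed from those of the highest by 0.0325 in median log2 fold change in UUO2 against sham, within the range of the other contrasts against sham, which were 0.12 in UUO7, 0.0076 in R1W, -0.019 in R2W and -0.11 in R4W.

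The median gene was 0.42 higher in UUO7 than in sham. Without the 10 most abundant genes the shift was 0.26. These genes may account for part of it, and the remainder cannot be attributed by this test.

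For each of the 12 gene counts and percentages, the 8 splits of the 8 samples that part every same-numbered pair were compared, and a share under 0.05 is not possible with 8. In all but R2W against R1W, 1 of the 8 gave a result as large, the real one. In R2W against R1W, 5 of the 8 did. Over all 35 splits, which also part fewer pairs, 1 gave as large a result except in R2W against R1W (10) and R4W against R2W (2). The small counts of those contrasts cannot be told apart from chance.

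The percentage still changed at R4W uses the same sham samples in both comparisons. With 2 sham samples for UUO7 and the other 2 for R4W, the median over 6 pairs was 70.2%, compared with 72.0% when the same 2 served both. The drop in the median was 1.81 percentage points, so at the median shared sham samples account for little of the percentage. Single pairs varied more than that, from 63.9% to 77.7% with separate and from 68.1% to 77.3% with the same sham samples.

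Adipose genes were high in 3 libraries: Adipoq was 79.7 FPKM in R4W replicate 1, 25.6 in R4W replicate 3 and 12.5 in sham replicate 2. Adipoq was at most 0.79 in the others. That highest value was in UUO7 replicate 3, where the adipose gene Cfd was 12.1 FPKM, against at most 0.09 in the other UUO7 libraries. Its score over the further adipose genes below was 2.78, close to the 2.67 of UUO7 replicate 2. Of 8 further adipose genes not examined earlier, 4 had a row, and their score in each of the 3 libraries exceeded the highest remaining library of its group by at least 1.55. This is consistent with adipose tissue in the sampled piece.

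R4W replicate 2 lay nearer to the R2W mean than to the R4W mean, by a distance difference of -0.0196. Of the other 7 libraries of R2W and R4W, 5 lay nearer to their own group, so the label cannot be settled from the values.

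In a contrast added after the data were seen, 216 genes were higher in UUO7 than in sham and higher again in R4W than in UUO7. Igkc rose from 48.6 ± 15.9 FPKM in UUO7 to 384 ± 190 in R4W and Jchain from 3.40 ± 1.23 to 25.1 ± 13.4 (SD, n = 4). Both were named for this contrast after their values were seen. Of the 8 splits that part every same-numbered pair, 1 gave as many genes, and of all 35, 1 did. After rescaling there were 188 genes. Leaving out R4W replicate 1 or 3, which carried adipose signal, left 175 and 155 genes, while leaving out replicate 2 left 149 and replicate 4 left 246, but each of these fits kept at least 1 of the 2 libraries with adipose signal, so the count cannot be told apart from adipose tissue as a source. Igkc was 99.8 ± 25.4 FPKM in R1W and 92.6 ± 27.2 in R2W, and Jchain was 8.59 ± 1.43 and 7.64 ± 2.36, differences within the spread between animals. Higher immunoglobulin expression at R4W may be a feature of recovery, as a hypothesis. The labels give one starting age for all groups, and R4W was sampled later after surgery than UUO7, so time since surgery was not separated from recovery. A share under 0.05 is not possible with 8 splits, so that test cannot decide whether chance gave the count.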
